A study of Mus musculus with 40 samples. Its data were reported in "The neuromuscular junction is a focal point of mTORC1 signaling in sarcopenia" (2020).

How the data were processed

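Gene expression was measured by mRNA sequencing in extensor digitorum longus (EDL) muscle, a fast hindlimb muscle of the mouse. TSCmKO mice lack Tsc1, an inhibitor of the growth-promoting kinase complex mTORC1, in skeletal muscle fibers, so that mTORC1 stays active there. Control littermates (CON) carried the floxed Tsc1 alleles without Cre recombinase. Mice were 3 or 9 months old and received intraperitoneal vehicle or the mTORC1 inhibitor rapamycin (RM) for 3 days before dissection, at 4 mg per kg per the labels. The study text gives a higher daily dose for this treatment, so that the dose is uncertain. This gave 8 groups of 5 mice, with 1 library per mouse, 40 libraries in all. Each group came from the sample labels, and 0 value columns remained without a label.

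The authors isolated poly(A) RNA, prepared directional single-end libraries, trimmed adapters with Cutadapt and assigned reads with kallisto to Ensembl transcripts of the GRCm38 build, which the study text limits to protein-coding ones. A read that hit several transcripts was shared equally among them, and values were summed per gene. The deposited tables hold the resulting estimated counts per gene and the TPM (a unit scaled by transcript length and library total) that the authors derived from them. Counts were rounded to whole numbers before modelling. The table listed 22844 genes, of which 21.1% were not annotated as protein-coding in GENCODE M21 and together held 1.49% of all counts. The transcript set behind the tables is therefore uncertain, and with it the values of genes outside that class, such as Gm26870 and Gm10851. There were 31 genes without an entry in that annotation. Symbols came from the deposited tables, and 37 gene entries repeated the symbol of another gene, so that each gene was followed by its Ensembl identifier. Total counts ran from 8883870 to 35224669 per library. A group with at most 3 counts of a gene in each library was treated as at the floor of detection, and fold changes against it are given as lower bounds. This floor covers counting error only.

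Age and library preparation cannot be separated with these labels. Mean insert sizes on the labels were 175 to 239 nt at 3 months and 223 to 308 nt at 9 months, and the label of 9mTSCmKO+RM replicate 5 gave none. The labels name no batches. Comparisons were therefore also made with insert size as a term.

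Differential expression was tested with edgeR 4.0.16 in R 4.3.3 on 13543 genes that reached 1 CPM (counts scaled to the library total) in 5 or more libraries, which held at least 99.8% of the counts of each library. TMM scaling factors, a common fit of the 8 group means to all 40 libraries and robust quasi-likelihood F-tests were used, with two-sided p-values adjusted by the Benjamini-Hochberg method and a threshold of 0.05. There were 13 contrasts: 10 between pairs of groups and 3 interactions. Values per gene are TMM-scaled CPM as mean ± SD of 5 libraries. Standard errors of log2 fold changes were derived from the F-statistics. Named genes were fixed by a rule: Tsc1, 12 genes that the study text names for denervation, atrophy signalling and extracellular matrix, and, for each pairwise contrast, the 3 (4 contrasts) or 2 (the others) genes with the largest rise and fall among those past the threshold, with a mean of at least 5 CPM and no overlap between the values of the groups. Some of the genes that meet this rule are not reported here. Genes outside that rule are given as chosen after their values were seen. For each named gene, the share of its 31-mers found in transcripts of other genes of the table was computed, since short reads from such stretches cannot be placed.

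Principal components of log2(TPM + 1) were computed on the 20 vehicle libraries, with genes at 1 TPM or more in at least 5 of them, after centring genes and libraries. The difference between the genotype effects on the first component (PC1) at both ages was to be tested by a two-sided exact permutation of genotype within age. That permutation carries the genotype effect itself into the values expected by chance, and it passed 0.05 in 0 of 1000 simulated sets with an equal effect at both ages, so that its result was not used. A two-sided permutation, within age, of deviations from the group means (widened for the fitted means) was added in its place after the data were seen. Genes were called aligned with PC1 with an absolute correlation of at least 0.4 and a projection z score past the threshold of the study. Gene sets were tested with fgsea 1.28.0 on genes ranked by log2 fold change, for 6 sets in 6 contrasts (36 tests, adjusted together, threshold 0.01). Clusters 1 to 3 and the list of genes enriched at the neuromuscular junction (NMJ) were taken from the study. The lists of ATF4 targets and cholesterol synthesis genes were written for this work. The study chose clusters 1 to 3 partly on the 9mTSCmKO, 9mCON and 3mTSCmKO libraries analysed here, so that their behaviour is not independent evidence in any of the 6 contrasts but rapamycin in 3mCON.

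Because the genotype contrast and the rapamycin contrast share the TSCmKO vehicle libraries, opposite fold changes arise between them from sampling alone. The correlation and the share of opposite directions were therefore compared with 20 simulated count tables without a rapamycin effect, and with fold changes computed from disjoint TSCmKO libraries in 10 splits. Treated and untreated TSCmKO were likewise both compared with the same CON libraries, and 20 simulated tables with a full return to CON and 10 splits into disjoint CON libraries were added for this after the data were seen. All these simulated tables drew genes independently and gave each gene the same spread in all groups, so that their ranges may be too narrow. The whole procedure was tested on simulated data of 13543 genes with 200 changed genes: 93% were recovered, and 15 of 201 calls were genes without a simulated change. Of 100 genes with a simulated reversal, 90 were called, and each of these 90 calls was right.

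The groups, contrasts, filters, thresholds, the rule for named genes and all alternatives except the tendon term, the disjoint CON libraries and the added permutation were chosen before the data were examined. The interaction of rapamycin and age in CON was added afterwards. The alternatives were DESeq2-type and upper-quartile scaling, no filter and a stricter filter on counts, the edgeR likelihood-ratio test, the DESeq2 1.42.0 Wald test, fits of only the groups compared, replicate number as a block, insert size as a term, another pseudocount, other TPM filters, other set tests (camera and fry of limma 3.58.1), and leaving out each library in turn. The mean level of 10 tendon markers as a term was added after seeing the data. Lists of markers of fibroblasts, macrophages, fat cells, blood cells, Schwann cells and Y-linked genes were fixed beforehand, and the tendon markers and a list of 23 translation genes with a 5′ terminal oligopyrimidine (TOP) motif were added afterwards. Sets of other muscles and of older mice belong to other series of the study and were not analysed here.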

Results

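Transcript abundance was measured in 40 EDL muscles, 5 in each combination of age (3 or 9 months), genotype (CON or TSCmKO) and treatment (vehicle or 3 days of rapamycin, written +RM). Total counts per library were 10988960 to 33945646 in 3mCON, 8883870 to 35224669 in 3mCON+RM, 14682801 to 28404440 in 3mTSCmKO and 16817608 to 26313907 in 3mTSCmKO+RM. At 9 months they were 12234422 to 19535160 in 9mCON, 12532308 to 21315299 in 9mCON+RM, 15936309 to 20867776 in 9mTSCmKO and 13981064 to 18667327 in 9mTSCmKO+RM. Replicates of a group correlated with r = 0.934 to 0.992 across genes on the log scale, and their counts differed by 10.4 to 147 times the variance of counting alone. The lowest correlations were those of 9mTSCmKO replicate 1 with the rest of its group, at 0.934 to 0.939. The spread between replicates was larger at 9 months. The common biological coefficient of variation, estimated by edgeR in each group alone, was 14.8% in 3mCON, 13.6% in 3mCON+RM, 17.4% in 3mTSCmKO and 14.4% in 3mTSCmKO+RM, against 24.6% in 9mCON, 20.5% in 9mCON+RM, 28.1% in 9mTSCmKO and 18.9% in 9mTSCmKO+RM. Coordinates below are those of GRCm38.

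The deletion itself was examined first. Tsc1 (ENSMUSG00000026812, protein-coding, chromosome 2, 28641228 to 28691167) was at 117 ± 19.7 CPM (SD, n = 5) in 3mCON, 78.0 ± 21.4 CPM in 3mCON+RM, 29.3 ± 1.88 CPM in 3mTSCmKO and 20.9 ± 1.91 CPM in 3mTSCmKO+RM. It was at 83.5 ± 27.9 CPM in 9mCON, 79.5 ± 5.63 CPM in 9mCON+RM, 28.6 ± 4.34 CPM in 9mTSCmKO and 20.3 ± 3.12 CPM in 9mTSCmKO+RM. The highest TSCmKO library held 35.8 CPM and the lowest CON library 51.3 CPM, so that genotypes did not overlap. The log2 fold change between genotypes was -1.55 (SE 0.171, adjusted p = 2.33e-09) at 9 months and -1.99 (SE 0.172, adjusted p = 2.49e-11) at 3 months, and these effects did not differ between ages (interaction 0.45, SE 0.236, adjusted p = 0.295). Rapamycin lowered residual Tsc1 in 9mTSCmKO by a log2 fold change of -0.49 (adjusted p = 0.0249) and in 3mTSCmKO by -0.49 (adjusted p = 0.0311), but the former call was lost in 3 and the latter in 5 of the fits that left out 1 library. In 9mTSCmKO, leaving out replicate 1 gave -0.42 (adjusted p = 0.0735). CON did not change detectably with rapamycin at 9 months (-0.07, adjusted p = 0.843) or 3 months (-0.58, adjusted p = 0.099).

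**Figure D1:**
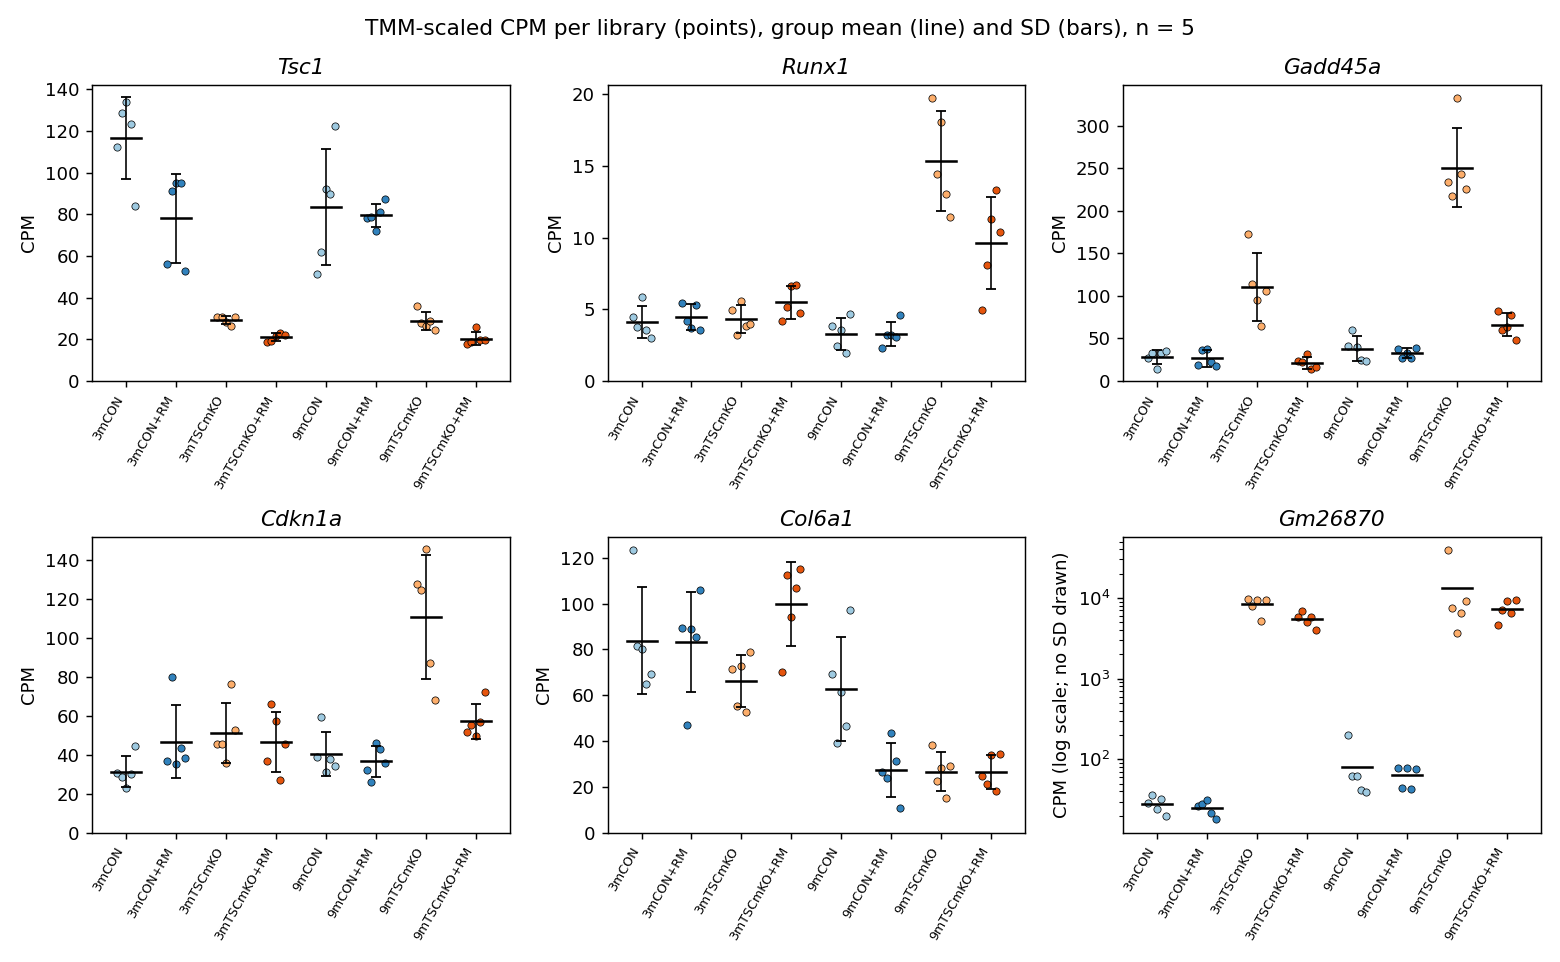
TMM-scaled CPM (y axes, linear except for the log scale of Gm26870) of 6 genes in the 8 groups (x axes). Points are libraries, lines are group means and bars are SD (n = 5, not drawn for Gm26870); the TSCmKO libraries sit below the CON libraries for Tsc1 and far above them for Gm26870.

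The first comparison asked which genes sustained mTORC1 activity changes in muscle with an overt phenotype. Between 9mTSCmKO and 9mCON, 5133 of 13543 genes changed, 2580 higher and 2553 lower. Of these, 877 rose and 578 fell at least 2-fold. The alternative that moved this count most was a fit of only both groups compared, in which 2710 genes passed. Among the genes with the largest changes, Krt8 (ENSMUSG00000049382, chromosome 15, 101996698 to 102004482) was at 16.9 ± 10.2 CPM in 9mTSCmKO, while all 9mCON libraries held at most 1 count, so that it was at least 69.2-fold higher (adjusted p = 5.79e-14). Krt18 (ENSMUSG00000023043, chromosome 15, 102028180 to 102032027) rose from 0.248 ± 0.149 to 19.7 ± 9.99 CPM (log2 fold change 6.21, SE 0.412, adjusted p = 7.82e-15). Gm26870 (ENSMUSG00000097312, lincRNA, chromosome 9, 3000282 to 3038313) rose from 81.2 ± 66.8 to 13200 ± 14620 CPM (7.35, SE 0.542, adjusted p = 4.97e-13). That mean rests largely on 9mTSCmKO replicate 1, at 39110 CPM, while the lowest library of that group held 3696 CPM. Its transcripts are made of a tandem repeat with a unit of 234 nt, so that the origin of its reads is uncertain. The largest falls were those of Dkk3 (ENSMUSG00000030772, chromosome 7, 112116017 to 112159057), from 365 ± 28.5 to 4.12 ± 0.888 CPM (-6.46, SE 0.336, adjusted p = 3.84e-17), and of Aqp4 (ENSMUSG00000024411, chromosome 18, 15389496 to 15410982), from 58.4 ± 3.99 to 0.817 ± 0.493 CPM (-6.11, SE 0.295, adjusted p = 2.64e-18).

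Genes linked by the study to denervation or to atrophy signalling were higher in 9mTSCmKO, with unequal certainty. Of the denervation genes, Runx1 (ENSMUSG00000022952, chromosome 16, 92601466 to 92826149) rose from 3.28 ± 1.11 to 15.4 ± 3.48 CPM (2.22, SE 0.237, adjusted p = 1.1e-09). Of those tied to atrophy, Gadd45a (ENSMUSG00000036390, chromosome 6, 67035096 to 67037457) rose from 37.7 ± 14.8 to 251 ± 46.6 CPM (2.74, SE 0.276, adjusted p = 4.8e-10). Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727) rose from 40.4 ± 11.1 to 111 ± 31.9 CPM (1.46, SE 0.243, adjusted p = 9.15e-06). Mt2 (ENSMUSG00000031762, chromosome 8, 94172664 to 94173568) rose from 2.96 ± 0.9998 to 31.01 ± 14.8 CPM (3.38, SE 0.593, adjusted p = 2.59e-05). The denervation gene Chrng (ENSMUSG00000026253, chromosome 1, 87204657 to 87212694) had 0 to 4 counts in the 9mCON libraries and 26 to 125 counts in the 9mTSCmKO libraries (4.67, SE 0.555, adjusted p = 1.17e-08). Smaller rises depended on single libraries. Chrna1 (ENSMUSG00000027107, chromosome 2, 73563215 to 73580338) had a log2 fold change of 0.47 (adjusted p = 0.0165), which was 0.19 (adjusted p = 0.247) without 9mTSCmKO replicate 3. Chrnb1 (ENSMUSG00000041189, chromosome 11, 69784036 to 69795943; 0.34, adjusted p = 0.028) and Myog (ENSMUSG00000026459, chromosome 1, 134289989 to 134292548; 0.996, adjusted p = 0.0416) also lost their calls without that library, at 0.26 (adjusted p = 0.109) and 0.70 (adjusted p = 0.177), and in several other fits without 1 library.

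The collagen VI genes were lower in 9mTSCmKO. Col6a1 (ENSMUSG00000001119, chromosome 10, 76708792 to 76726168) fell from 62.8 ± 22.7 to 26.6 ± 8.5 CPM (-1.24, SE 0.27, adjusted p = 0.000399). Col6a2 (ENSMUSG00000020241, chromosome 10, 76595762 to 76623630) fell from 56.8 ± 22.4 to 22.03 ± 5.65 CPM (-1.37, SE 0.298, adjusted p = 0.00041), and Col6a3 (ENSMUSG00000048126, chromosome 1, 90765923 to 90843971) from 20.8 ± 11.9 to 8.5 ± 2.73 CPM (-1.29, SE 0.326, adjusted p = 0.00191). These 3 genes were as low in 9mCON+RM, at 27.3 ± 11.9, 20.9 ± 10.3 and 7.43 ± 2.99 CPM.

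The same contrast at 3 months asked which changes precede the phenotype. Between 3mTSCmKO and 3mCON, 2676 genes changed, 1549 higher and 1127 lower. With upper-quartile scaling the share of higher genes was 49.3% in place of 57.9%. Fitting only both groups gave 3769 genes, more than the 2710 of the 9-month groups fitted alone, so that the order of the ages by number of genes depends on whether the spread is estimated jointly. Both ages shared 1876 changed genes, 1853 of them with the same direction. Gm26870 rose from 28.2 ± 6.33 to 8291 ± 1877 CPM (8.20, SE 0.564, adjusted p = 2.66e-13). Gm10851 (ENSMUSG00000102329, antisense transcript, chromosome 2, 11521706 to 11530836) rose from 0.219 ± 0.148 to 10.1 ± 2.72 CPM (5.32, SE 0.499, adjusted p = 1.8e-10) and Igfn1 (ENSMUSG00000051985, chromosome 1, 135953578 to 136006342) from 38.2 ± 13.4 to 1365 ± 712 CPM (5.16, SE 0.427, adjusted p = 2.61e-11). Aqp4 fell from 79.6 ± 21.95 to 0.596 ± 0.456 CPM (-6.87, SE 0.302, adjusted p = 9.88e-20). Cntfr (ENSMUSG00000028444, chromosome 4, 41657498 to 41697089) fell from 79.2 ± 37.9 to 6.80 ± 2.63 CPM (-3.51, SE 0.354, adjusted p = 2e-09).

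Whether the genotype effect differed between ages was tested as an interaction. It passed for 669 genes, and 545 of these (81.5%) had the larger effect at 9 months. Among the denervation and atrophy genes the interaction passed for Runx1 (2.17, adjusted p = 6.64e-05), Chrng (5.62, adjusted p = 0.000484) and Chrna1 (0.96, adjusted p = 0.00807), of which Chrna1 was lower in 3mTSCmKO than in 3mCON (-0.49, adjusted p = 0.0243). It did not pass for Gadd45a (0.78, adjusted p = 0.237), Cdkn1a (0.74, adjusted p = 0.216), Mt2 (1.78, adjusted p = 0.218), Myog (1.81, adjusted p = 0.057) or the collagen VI genes (adjusted p = 0.089 to 0.264).

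**Figure D2:**
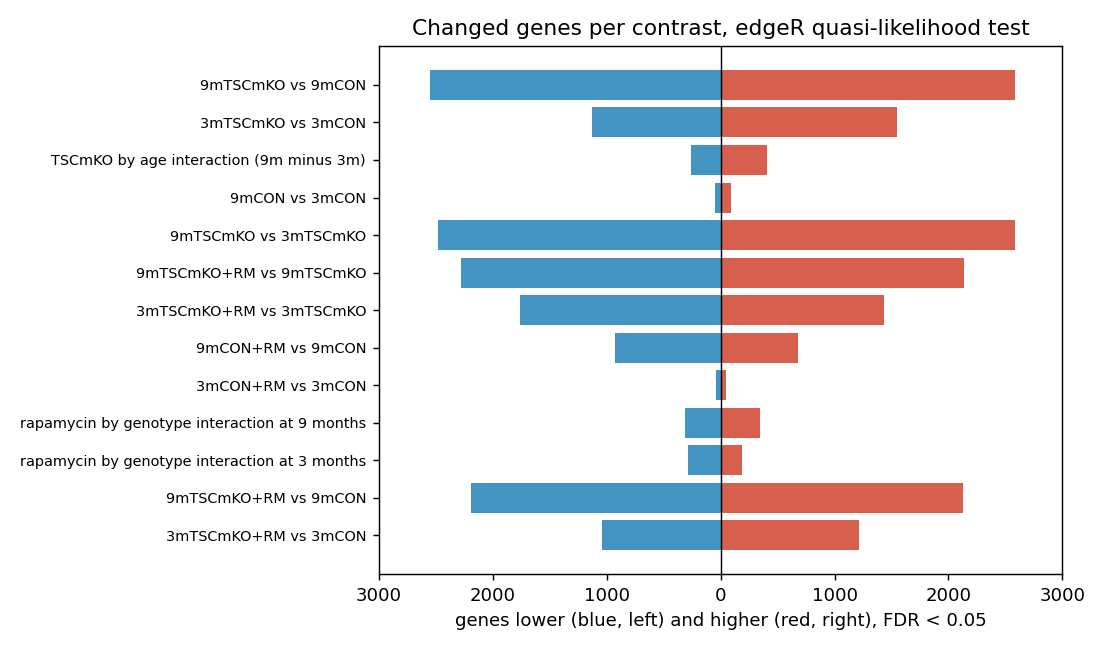
Number of genes past an adjusted p of 0.05 (x axis, lower to the left in blue and higher to the right in red) in each of 13 contrasts (y axis). The longest bars belong to 9mTSCmKO against 9mCON (5133 genes) and the shortest to 3mCON+RM against 3mCON (92 genes).

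Age comparisons asked how each genotype changes between 3 and 9 months. Insert sizes were larger at 9 months, with little overlap, so that age and library preparation were confounded. In CON, 138 genes changed, 92 higher and 46 lower, but the count ranged from 30 without 9mCON replicate 2 to 942 without 9mCON replicate 5. Dkk3 rose by a log2 fold change of 1.81 (SE 0.266, adjusted p = 0.00022) and Actr3b (ENSMUSG00000056367, chromosome 5, 25759997 to 25850688) by 1.67 (SE 0.332, adjusted p = 0.00886). N4bp2 (ENSMUSG00000037795, chromosome 5, 65763521 to 65830108) fell, with -1.002 (SE 0.218, adjusted p = 0.016), and lost its call in 3 fits without 1 library, with -0.88 (adjusted p = 0.077) without 9mCON replicate 2. Gm8624 (ENSMUSG00000083705, pseudogene, chromosome 11, 117420637 to 117421717) had -2.76 (SE 0.701, adjusted p = 0.0451), lost its call in 7 of the 10 fits without 1 library, with -2.59 (adjusted p = 0.139) without 9mCON replicate 2, and shared 28.0% of its 31-mers with Rps23, so that its value is uncertain. In TSCmKO, 5064 genes changed, 2586 higher and 2478 lower, and 1702 passed with insert size as a term. Krt8 and Prr32 (ENSMUSG00000037086, chromosome X, 45090904 to 45092791) were at least 85.2-fold and at least 74.8-fold higher in 9mTSCmKO than the floor of the 3mTSCmKO libraries. Chad (ENSMUSG00000039084, chromosome 11, 94565047 to 94569127; -3.45, adjusted p = 0.000642) and Cyp2e1 (ENSMUSG00000025479, chromosome 7, 140763739 to 140774987; -3.01, adjusted p = 0.000259) fell most. Chad is 1 of the tendon markers examined further on.

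Short rapamycin treatment asked which changes are readily reversible. In 9mTSCmKO it changed 4410 genes, 2135 higher and 2275 lower. Gm38560 (ENSMUSG00000112375, long non-coding, chromosome 10, 82845733 to 82859008) rose from 1.58 ± 1.12 to 8.82 ± 2.93 CPM (2.44, SE 0.307, adjusted p = 1.07e-07), Gm16576 (ENSMUSG00000087543, long non-coding, chromosome 15, 79742698 to 79757394) from 2.19 ± 0.923 to 11.4 ± 2.42 CPM (2.38, SE 0.211, adjusted p = 9.14e-11), and Mybph (ENSMUSG00000042451, chromosome 1, 134193448 to 134201232) from 18.1 ± 6.27 to 73.3 ± 24.03 CPM (2.02, SE 0.618, adjusted p = 0.0119). Adh7 (ENSMUSG00000055301, chromosome 3, 138217760 to 138233382) fell from 23.3 ± 17.3 to 0.536 ± 0.185 CPM (-5.41, SE 0.477, adjusted p = 9.63e-11). Krt8 fell to 0.948 ± 0.744 CPM (-4.13, SE 0.384, adjusted p = 6.13e-10) and Prr32 from 14.8 ± 10.4 to 1.02 ± 0.503 CPM (-3.89, SE 0.4, adjusted p = 2.24e-09). Of the denervation and atrophy genes, Chrng (-3.26, SE 0.478, adjusted p = 1.65e-06), Gadd45a (-1.92, SE 0.266, adjusted p = 8.41e-07) and Cdkn1a (-0.95, SE 0.24, adjusted p = 0.00222) fell. Runx1 fell less (-0.67, SE 0.22, adjusted p = 0.0168), a call lost without 9mTSCmKO+RM replicate 1 (-0.52, adjusted p = 0.0582). Myog rose further, with 1.30 (SE 0.358, adjusted p = 0.00488). Mt2 (-1.32, adjusted p = 0.0531) and Chrna1 (-0.26, adjusted p = 0.2) stayed short of the threshold. Without 9mTSCmKO+RM replicate 4, Mt2 passed it (-1.60, adjusted p = 0.0328), and without 9mTSCmKO replicate 1, Chrna1 passed it (-0.41, adjusted p = 0.0349). For Chrnb1, Col6a1, Col6a2 and Col6a3, values before and after rapamycin differed by less than the SE (adjusted p = 0.895 to 0.989).

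In 3mTSCmKO, rapamycin changed 3196 genes, 1435 higher and 1761 lower. This split turned round under upper-quartile scaling, where 55.7% of the changed genes were higher against 44.9% here. Both ages shared 1930 changed genes, 1911 with the same direction. Mybph rose from 22.1 ± 20.97 to 124 ± 111 CPM (2.50, SE 0.624, adjusted p = 0.00308), Slc47a1 (ENSMUSG00000010122, chromosome 11, 61343401 to 61378345) from 6.88 ± 1.73 to 36.5 ± 4.52 CPM (2.39, SE 0.177, adjusted p = 8.76e-13) and Cntfr to 33.5 ± 11.2 CPM (2.28, SE 0.341, adjusted p = 4.58e-06). Tpx2 (ENSMUSG00000027469, chromosome 2, 152847964 to 152895321) fell from 46.9 ± 15.1 to 2.43 ± 0.602 CPM (-4.28, SE 0.31, adjusted p = 8.76e-13) and Gm10851 to 0.713 ± 0.217 CPM (-3.80, SE 0.429, adjusted p = 1.5e-08). C130080G10Rik (ENSMUSG00000092397, antisense transcript, chromosome 2, 114054335 to 114064868) fell by 4.66 on the log2 scale (SE 0.466, adjusted p = 1.39e-09), a value made uncertain by 37.2% of 31-mers shared with A530058N18Rik.

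In CON muscle, where mTORC1 is under normal control, rapamycin changed 1604 genes at 9 months, 681 higher and 923 lower, and 92 genes at 3 months, 49 higher and 43 lower. When each pair of groups was fitted alone, the counts were 580 and 378. Without 3mCON+RM replicate 4, 35 genes passed at 3 months. The difference between ages was tested as an interaction added after these counts were seen, and 127 genes passed, 8 higher and 119 lower at 9 months relative to 3 months. Of the 92 genes, 69 changed in 9mCON as well, each in the same direction. In 9mCON the largest changes were those of Gm42047 (ENSMUSG00000110631, lincRNA, chromosome 8, 121833247 to 121841178; 2.78, adjusted p = 0.00011), 1110038B12Rik (ENSMUSG00000092203, chromosome 17, 34950238 to 34952471; 1.56, adjusted p = 0.00022), Fmod (ENSMUSG00000041559, chromosome 1, 134037254 to 134048277; -2.99, adjusted p = 0.00172) and Actc1 (ENSMUSG00000068614, chromosome 2, 114047282 to 114053548; -2.93, adjusted p = 0.000319). Fmod, another tendon marker, varied from 33.4 to 277 CPM in 9mCON. In 3mCON, Gm42047 rose by 1.79 (adjusted p = 0.0324) and lost its call in 8 of the 10 fits without 1 library, with 1.70 (adjusted p = 0.095) without 3mCON+RM replicate 4. It shared 48.9% of its 31-mers with other genes of the table. Inmt (ENSMUSG00000003477, chromosome 6, 55170626 to 55175043; 1.48, adjusted p = 0.00566) also rose there, and Nrep (ENSMUSG00000042834, chromosome 18, 33437019 to 33464029; -1.18, adjusted p = 0.00189) fell. So did Gbp6 (ENSMUSG00000104713, chromosome 5, 105270702 to 105293698; -0.99, adjusted p = 0.0151), with 74.1% of its 31-mers shared with other genes and a call lost in 3 fits without 1 library, with -0.90 (adjusted p = 0.0643) without 3mCON replicate 3.

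Rapamycin acted differently in the genotypes for 660 genes at 9 months and 467 genes at 3 months by interaction. The larger effect was in TSCmKO for 533 genes (80.8%) at 9 months and for 459 genes (98.3%) at 3 months. Gadd45a passed at 9 months (-1.71, adjusted p = 0.00541) and at 3 months (-2.26, adjusted p = 0.000277). For genes changed by rapamycin in both genotypes at 9 months, 826 of 839 moved in the same direction.

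How far the genotype effect was reversed was examined next. Of the 5133 genes changed in 9mTSCmKO, 2220 (43.2%) changed the opposite way with rapamycin, 1272 that had been higher and 948 that had been lower, and 171 moved further in the same direction. At 3 months it was 1308 of 2676 genes (48.9%). Across all genes, which are not independent replicates, both fold changes correlated with r = -0.558 at 9 months and r = -0.585 at 3 months. Directions were opposite, whether or not rapamycin passed, for 81.2% of the changed genes at 9 months and 86.5% at 3 months. In 20 simulations without a rapamycin effect this was so for 58.5 to 59.9% and 61.02 to 64.2%, and r lay between -0.159 and -0.119 at 9 months and between -0.214 and -0.175 at 3 months. As these drew genes independently with the same spread in all groups, their ranges may be too narrow. With disjoint TSCmKO libraries, the alternative that moved the share most, the median share was 20.4% (11.7 to 29.9% over 10 splits) at 9 months and 35.8% (32.6 to 38.5%) at 3 months, with median r of -0.387 and -0.465. Each of those fits used fewer libraries.

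**Figure D3:**
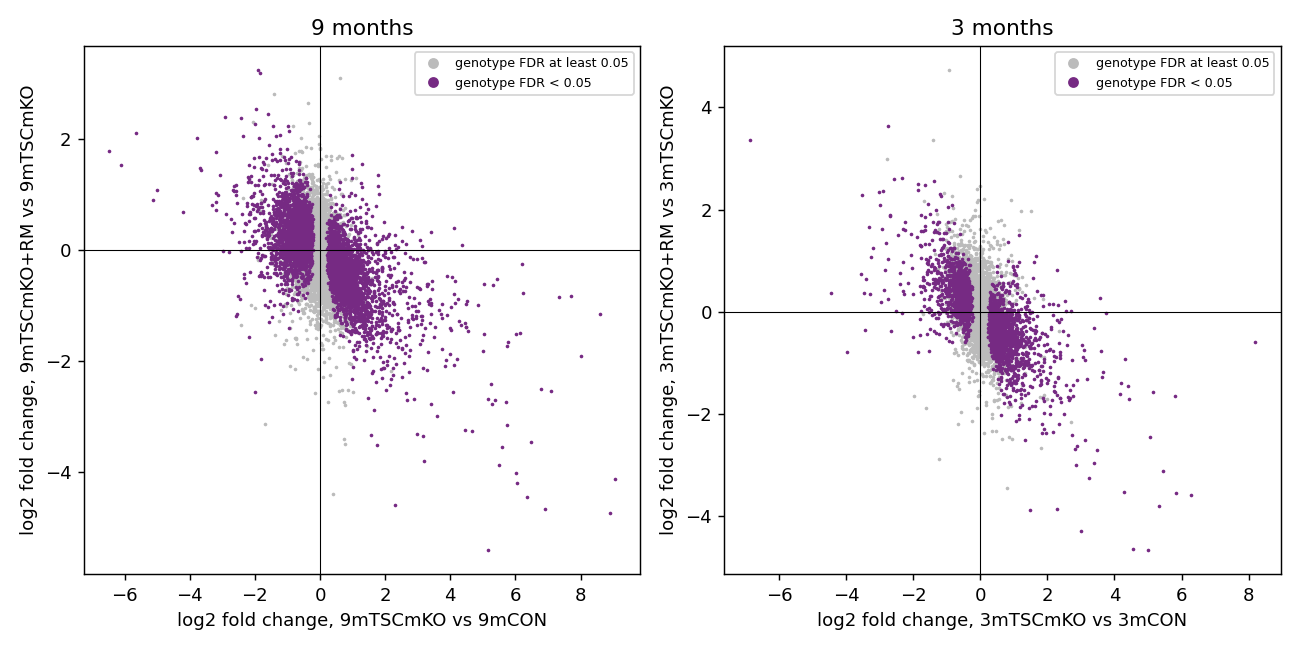
Log2 fold change by rapamycin in TSCmKO (y axis) against the log2 fold change by genotype (x axis) for 13543 genes at 9 and 3 months, with genes changed by genotype in purple and the others in grey. Points slope downward at both ages, with r = -0.558 and r = -0.585, part of which arises from the shared TSCmKO libraries.

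Compared directly with untreated controls, 4318 genes differed in 9mTSCmKO+RM (2130 higher, 2188 lower) and 2260 in 3mTSCmKO+RM (1216 higher, 1044 lower). Of the genes changed before treatment, 2230 (43.4%) remained changed in the same direction at 9 months and 820 (30.6%) at 3 months, while 142 and 109 were changed in the opposite direction. Both comparisons used the same CON libraries, so that equal directions arise between them from sampling alone. Directions were equal, whether or not the treated muscle passed, for 81.2% of these genes at 9 months and 75% at 3 months, against 58.1 to 60.1% and 61.6 to 63.9% in 20 simulations with a full return to CON. With disjoint CON libraries, and so fewer in each fit, the median share that remained changed was 27.7% (24.6 to 31.8% over 10 splits) at 9 months and 21.1% (18.8 to 22.6%) at 3 months. Rapamycin itself changed 1604 genes in 9mCON and 92 in 3mCON. A gene counted as still changed may therefore carry an effect of treatment in place of one of genotype. Treated TSCmKO were not compared with treated CON, so that the 2 cannot be separated here. Gm26870 stayed high (6.50 at 9 months, adjusted p = 1.29e-11, and 7.61 at 3 months, adjusted p = 2.69e-12), as did Krt18 at 9 months (5.95, adjusted p = 1.12e-13) and Igfn1 at 3 months (3.59, adjusted p = 3.2e-08). Aqp4 (-4.58, adjusted p = 1.26e-15, and -3.52, adjusted p = 2.79e-13) and Dkk3 (-4.69, adjusted p = 4.95e-14, and -3.08, adjusted p = 4.51e-10) stayed low at 9 and 3 months.

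Principal components of the 20 vehicle libraries addressed whether the genotype effect grows along 1 axis. PC1 held 37.2% of the variance of 13066 genes and PC2 20.5%. Mean PC1 coordinates were -28.5 ± 3.67 in 3mCON, 0.356 ± 2.74 in 3mTSCmKO, -15.8 ± 9.88 in 9mCON and 44.0 ± 9.95 in 9mTSCmKO. The genotypes were 59.8 apart at 9 months and 28.9 apart at 3 months, each with an exact permutation p = 0.00794, the smallest that 252 permutations give for a two-sided test. The difference between these distances was 30.9, and 22.03 to 44.3 under the other filters and scales tried. It was tested by permuting deviations from the group means within age, a test added after the data were seen. None of the 63504 permutations gave a difference as large (two-sided permutation p = 1.57e-05, the smallest they can give), and the largest they gave was 22.5. This p is approximate, as 71 of 1000 simulated sets with an equal effect at both ages passed 0.05 and 7 reached the smallest p, while the largest difference in those sets was 21.4. PC1 was computed from these same libraries as the direction of their largest spread. It was held fixed in the permutations, and the simulated sets did not compute it anew. The p therefore does not cover the choice of axis, and applies to this axis only. On PC2, compared between genotypes only after the data were seen, means were -3.21 ± 5.05 in 3mCON, 28.8 ± 3.41 in 3mTSCmKO, -21.4 ± 15.7 in 9mCON and -4.14 ± 16.02 in 9mTSCmKO. The genotypes were 31.97 apart at 3 months (exact permutation p = 0.00794) and 17.3 apart at 9 months (exact permutation p = 0.135), and these distances did not differ detectably (two-sided permutation p = 0.19, by deviations as on PC1). Aligned with PC1 were 646 genes, 418 rising and 228 falling, against 363 with a filter of 10 TPM and 1236 with any TPM above 0.

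**Figure D4:**
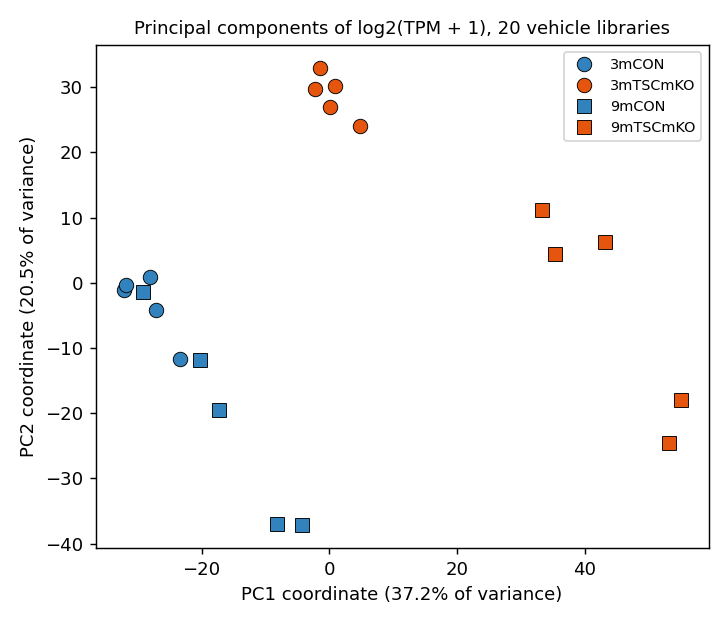
PC1 (x axis) and PC2 (y axis) coordinates of log2(TPM + 1) for the 20 vehicle libraries, with circles for 3 months, squares for 9 months, blue for CON and orange for TSCmKO. The 9mTSCmKO libraries lie at 33.3 to 54.97 on PC1 and the 9mCON libraries at -29.1 to -4.22.

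Gene sets asked whether the study's aging clusters move with genotype and with rapamycin. In total 19 of 36 tests passed 0.01, against 8 with the correlation between genes estimated by camera, the alternative that moved the count most. At 9 months cluster 1 (84 genes, extracellular matrix) was lower in TSCmKO (normalized enrichment score, NES, -3.12, adjusted p = 6e-10), while cluster 2 (43 genes, NES 2.62, adjusted p = 6e-10) and cluster 3 (62 genes, NES 2.54, adjusted p = 6e-10) were higher. The calls of clusters 2 and 3 held under fry and with the estimated correlation, and that of cluster 1 held under fry but not with the estimated correlation (adjusted p = 0.0222). Rapamycin lowered cluster 2 (NES -2.17, adjusted p = 9.94e-06) and cluster 3 (NES -2.56, adjusted p = 6e-10) in 9mTSCmKO and left cluster 1 without a detectable change (NES 1.07, adjusted p = 0.319). Of these, cluster 3 also passed with the estimated correlation and cluster 2 did not (adjusted p = 0.162). The call of cluster 2 was also lost with the stricter filter on counts (NES -1.68, adjusted p = 0.0114). Gene by gene, 18 of 43 cluster 2 genes fell (19 adjusted over the list alone) and 28 of 62 cluster 3 genes fell (34 adjusted over the list alone), counts that are not independent evidence because the study chose the clusters partly on these libraries. Reversal was seen for 15 of the 33 cluster 2 genes changed by genotype, 23 of 37 such genes in cluster 3 and 8 of 62 in cluster 1. These were 34.9%, 37.1% and 9.52% of all listed genes, a base unlike that of the shares of changed genes given earlier. The 3-month comparisons were not tested against those at 9 months, and those with 3mTSCmKO are not independent evidence either, since these libraries also served to choose the clusters. In 3mTSCmKO cluster 1 was lower (NES -1.88, adjusted p = 0.00045), and cluster 2 (NES 1.89, adjusted p = 0.000995) and cluster 3 (NES 2.54, adjusted p = 6e-10) were higher than in 3mCON. Only the call of cluster 3 held under fry, and none of them with the estimated correlation (adjusted p = 0.012 for cluster 3). Rapamycin in 3mTSCmKO raised cluster 1 (NES 1.62, adjusted p = 0.00332) and cluster 2 (NES 1.964, adjusted p = 0.000264) and lowered cluster 3 (NES -1.959, adjusted p = 0.00026). None of these calls held with the estimated correlation. None held either when genes were ranked by signed F (adjusted p = 0.701, 0.219 and 0.0269 for clusters 1, 2 and 3). That of cluster 1 was also lost under fry (adjusted p = 0.331). It was lost in 4 of 10 fits without 1 library as well, with adjusted p = 0.0387 without 3mTSCmKO replicate 2. In 3mCON rapamycin raised cluster 2 (NES 1.92, adjusted p = 0.000292) and cluster 3 (NES 1.73, adjusted p = 0.00228), the latter opposite to its direction in 3mTSCmKO, but neither call held under fry (adjusted p = 0.167 and 0.423) or with the estimated correlation. In 9mCON neither cluster passed (adjusted p = 0.0364 and 0.0204). Cluster 3 was lower there (NES -1.54), opposite to its direction in 3mCON. It passed in 5 of 10 fits without 1 library, with adjusted p = 0.00394 without 9mCON replicate 4. Cluster 1 was also lower with rapamycin in 9mCON (NES -2.31, adjusted p = 6e-10) and 3mCON (NES -2.11, adjusted p = 2.41e-06). The latter call was lost under fry (adjusted p = 0.129) and with the estimated correlation (adjusted p = 0.283). ATF4 targets were higher in TSCmKO at 9 months (NES 2.17, adjusted p = 1.9e-05) and 3 months (NES 2.27, adjusted p = 1.5e-05) and lower with rapamycin at both ages (NES -2.29, adjusted p = 2.19e-06, and NES -2.42, adjusted p = 5.2e-07). Both 3-month calls were lost when genes were ranked by signed F (adjusted p = 0.0181 and 0.0139). With rapamycin in CON these targets were lower but short of 0.01 at 9 months (NES -1.68, adjusted p = 0.0127) and 3 months (NES -1.77, adjusted p = 0.0103), and whether the fall differed between genotypes was not tested. In 9mCON they passed with the replicate block (adjusted p = 0.0096) and without 9mCON replicate 5 (adjusted p = 0.00187) or 9mCON+RM replicate 1 (adjusted p = 0.00923). In 3mCON they passed with that block (adjusted p = 0.0058), under fry (adjusted p = 0.00623), by signed F (adjusted p = 0.00463), by camera with a preset correlation (adjusted p = 0.000291) and in 4 fits without 1 library, with 0.00315 without 3mCON+RM replicate 4. With the estimated correlation neither passed (adjusted p = 0.283 and 0.0337). The NMJ-enriched genes did not pass at 9 months (NES 1.58, adjusted p = 0.0643 for genotype and NES -1.71, adjusted p = 0.022 for rapamycin), although camera with a preset correlation (adjusted p = 0.00582 and 0.00212) and fry (adjusted p = 6.02e-05 and 0.000108) called both. With the estimated correlation neither passed (adjusted p = 0.266 and 0.207). Counted singly, 11 of these 15 genes were higher and 3 lower in 9mTSCmKO, and 10 fell and 1 rose with rapamycin. Of the 14 changed by genotype, 8 were reversed. At 3 months these genes pointed the other way, also short of 0.01 (NES -1.73, adjusted p = 0.0232 for genotype and NES 1.605, adjusted p = 0.0364 for rapamycin). Fry called the former (adjusted p = 0.00915) and not the latter (adjusted p = 0.0117), and with the estimated correlation neither passed (adjusted p = 0.283 and 0.303). The former passed without 3mCON replicate 1 (adjusted p = 0.0041) or 3mTSCmKO replicate 5 (adjusted p = 0.00594), and the latter in 3 fits without 1 library, with 0.0068 without 3mTSCmKO+RM replicate 3. Cholesterol synthesis genes passed in none of the 6 contrasts (adjusted p = 0.0647 to 0.81; unadjusted p = 0.0504 at the lowest), while fry called them in 3.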

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

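The count of far values with genes at the floor left out, the tests of shared spread and the tests of tendon content were chosen only after the result was seen. Splits of the libraries were counted in fits of only the groups concerned, and 100 were drawn for each result, the real one included.

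The genotype effect differed between ages for 669 genes by a test of the interaction. Of 100 splits, 4 gave as many genes as the 310 of the matching fit, and each of these kept all 5 libraries of an age together in TSCmKO, so that they carried the age effect of that genotype. With insert size as a term 486 genes passed, and at equal depth 495 genes, which argues against insert size and depth as the whole cause. Unequal spread stays open, since fitting only the 4 groups gave 310 genes. Age itself, which the labels name, also stays open and was not separable from library preparation.

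Rapamycin acted differently in the genotypes by the same kind of test for 660 genes at 9 months and 467 genes at 3 months. As many genes as in the matching fits (201 and 1178) were given by 2 of 100 splits at 9 months and by 5 of 100 splits at 3 months. Each of the other splits with as many genes kept all 5 libraries of a treatment together in TSCmKO, and so carried the treatment effect of that genotype. Splits that mixed the treatments in both genotypes gave at most 1 gene at 9 months and at most 7 genes at 3 months, but carried the treatment effect as spread, so that neither kind shows what chance alone gives. Both counts depended on the fit, with opposite direction: fewer genes at 9 months and more at 3 months when only the 4 groups were fitted.

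The rapamycin effect in CON differed between ages for 127 genes, in an interaction added after the counts of both ages were seen, and 1138 genes had an unadjusted p under 0.05. Of 100 splits, 4 gave as many genes as the 47 of the matching fit, and each of these kept at least 4 of 5 libraries of an age together in treated CON. The counts in each age, 1604 and 92 genes, differed by less when spread was estimated in each pair of groups: the ratio of the 9-month to the 3-month count was then 1.53. An estimate of spread shared by groups of unequal spread is thus a candidate explanation for much of the gap. Depth would not produce it, as the ratio was 21.6 at equal depth, nor would 1 library, as the lowest 9-month count without 1 library was 1073. With the tendon level as a term the ratio was 5.24. A mean of markers need not capture tendon content fully, so that this does not exclude tendon content as a cause. Age stays open as an untested biological explanation.

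Single libraries lay far from the other 4 of their group in 16 of 191 values tested, by the gap to the nearest library divided by the range of the group. Chance gives 9.55 such values and, at its upper 95% limit, 16. With genes at the floor kept, 17 of 194 values were far against an upper limit of 16, so that chance can neither be excluded nor taken as sufficient, and the values are not independent of each other. At 3 months the low values were Dkk3 in 3mCON replicate 3 (ratio 0.84), Nrep in 3mCON replicate 5 (0.873), the tendon marker level in 3mCON+RM replicate 2 (0.88), Gm42047 in 3mCON+RM replicate 5 (0.775) and Igfn1 in 3mTSCmKO replicate 4 (0.774). The high values were Cyp2e1 in 3mTSCmKO replicate 4 (0.718) and Mybph in 3mTSCmKO+RM replicate 4 (0.806).

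At 9 months, 9mCON replicate 2 was high for Chrna1 (0.789), Myog (0.751) and 1110038B12Rik (0.753), and 9mCON replicate 1 for Gm26870 (0.719). 9mTSCmKO replicate 3 was high for Gadd45a (0.73), Krt8 (0.787) and Mybph (0.878), 9mTSCmKO replicate 4 was low for the mean level of cluster 1 (0.73), and 9mTSCmKO+RM replicate 3 was high for Tsc1 (0.728). No library had more than 3 such values, a count that covers only the values tested. Across all genes, 9mTSCmKO replicate 1 correlated with the others of its group at 0.934 to 0.939, against 0.968 to 0.988 among those others. It had 15819 detected genes against 18477 to 18771. In 9mTSCmKO+RM, replicate 1 had 16028 detected genes against 17757 to 18048. These libraries thus stood apart from their groups, and the cause was not tested. Without 9mTSCmKO replicate 3, the genotype effect on Chrna1 at 9 months was 0.19 in place of 0.47. No biological explanation was tested for single libraries.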

How the results depend on the processing

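The tendon term, the disjoint CON libraries and the permutation of deviations on PC1 were chosen only after the data were seen, and the cause was not tested for any change below unless stated. Replicate numbers did not pair the libraries: in 0 of 28 pairs of groups did all 5 same-number correlations exceed 0.1, with a median of -0.0040. Y-linked presence or absence as a term was not run, since all 40 libraries expressed Y-linked genes.

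Fits of only the groups compared moved most counts: 9mTSCmKO against 9mCON to 2710, its interaction with age to 310, 9mCON against 3mCON to 34, rapamycin in 9mTSCmKO to 2512, in 9mCON to 580 and in 3mCON to 378, its interaction with genotype to 201 at 9 months and 1178 at 3 months, and 3mTSCmKO+RM against 3mCON to 3740.

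For 9mCON against 3mCON (138 genes), the count was 83 without a filter, 346 with the likelihood-ratio test, 375 with DESeq2, 25 with insert size and 6 with the tendon level as a term. It ran from 30 without 9mCON replicate 2 to 942 without 9mCON replicate 5. For 9mTSCmKO against 3mTSCmKO it was 1702 with insert size and 3339 with the tendon level. For rapamycin in 9mCON it was 597 with the tendon level. For rapamycin in 3mCON it was 38 without a filter, 141 with the likelihood-ratio test and 181 with DESeq2, and from 35 without 3mCON+RM replicate 4 to 70 without 3mCON+RM replicate 5. Its interaction with genotype at 9 months gave 435 genes without a filter. The other 109 alternatives and 146 fits without 1 library stayed within 1.5 times their counts. Upper-quartile scaling turned the share of higher genes for rapamycin in 3mTSCmKO from 44.9% to 55.7%.

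Of 36 set tests, 11 passed when genes were ranked by signed F and 8 with camera and the estimated correlation. Aligned with PC1 were 363 genes with at least 10 TPM and 1236 with any TPM above 0. The reversed share at 9 months was 20.4% with disjoint libraries, and the share that stayed changed after rapamycin fell from 43.4% to 27.7% with disjoint CON libraries. The PC1 difference of 30.9 passed only when deviations from the group means were permuted, since permuting genotype carries the genotype effect itself into the values expected by chance, and it was 23.8 to 34.1 without 1 library, each with permutation p = 3.15e-05. PC1 was held fixed in these permutations, so that they do not cover the choice of axis.

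Directions turned for values near 0. For rapamycin in 9mTSCmKO, Chrnb1 was at -0.0014 with RLE scaling, -0.0029 with only the groups compared, -0.0035 with the replicate block, -0.035 with insert size, -0.089 with the tendon level, and -0.086 to 0.087 without 1 library. Col6a1 was at 0.33 and Col6a3 at 0.37 with the tendon level, and Col6a2 at -0.072 with insert size. Without 1 library, Col6a1 ran from -0.17 to 0.14, Col6a2 from -0.099 to 0.17, Col6a3 from -0.30 to 0.069 and Chrna1 from -0.41 without 9mTSCmKO replicate 1 to 0.017 without 9mTSCmKO replicate 3. Tsc1 with rapamycin in 9mCON was at 0.10 with the tendon level and from -0.20 to 0.11 without 1 library.

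Set tests that turned did not pass 0.01. With rapamycin in 9mCON, cluster 2 had adjusted p = 0.609 by signed F and 0.939 by fry, and 0.0335 to 0.539 without 1 library. The NMJ-enriched genes had 0.494 by camera with the preset correlation, 0.64 by fry and 0.778 with the estimated correlation, and 0.483 to 0.906 without 1 library. Cluster 1 with rapamycin in 9mTSCmKO had 0.137 to 0.966, and cholesterol synthesis genes in 9mTSCmKO against 9mCON 0.695 to 0.913, without 1 library.

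Of other alternatives, 19 named-gene values became weaker and 1 stronger, and 33 set tests became weaker and 14 stronger. Without 1 library these numbers were 42 and 5 for genes and 9 and 16 for sets.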

Other observations

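All tests of Gm26870, the TOP genes, the collagen VI genes, the tendon markers, the shared libraries and the selection of clusters were chosen only after the result was seen.

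Other splits of the libraries were counted for each remaining comparison in a fit of only its groups. Of 100 splits, the real one included, 1 gave as many genes for 9mTSCmKO against 9mCON, 3mTSCmKO against 3mCON, 9mTSCmKO against 3mTSCmKO, rapamycin in 9mTSCmKO, 3mTSCmKO, 9mCON and 3mCON, and both comparisons of treated TSCmKO with untreated CON. For 9mCON against 3mCON it was 2, and the highest other split gave 206 genes against 34.

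The order of the ages by number of genes changed by genotype, 5133 at 9 months and 2676 at 3 months, turned to 2710 and 3769 when each pair of groups was fitted alone. Spread in 9mTSCmKO was 28.1% and in 3mCON 14.8%, and a shared estimate lies between such values. A larger number of changed genes at 9 months is therefore not established by these counts.

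Gm26870 was 18.6 times higher in the lowest TSCmKO library than in the highest CON library, which argues against 1 library as the cause. It shared 0% of its 31-mers with other genes of the table, which argues against reads of those genes. Its transcripts repeat with a unit of 234 nt, with 95.9% of bases equal 1 unit further in the most regular of them, against about 30.6% at other distances. Reads from copies of this repeat elsewhere in the genome may therefore contribute, and the tables cannot decide that. Its own change with rapamycin was -0.85 (adjusted p = 0.113) at 9 months and -0.59 (adjusted p = 0.328) at 3 months. The former depended on single libraries, with 0.10 (adjusted p = 0.846) without 9mTSCmKO replicate 1 and -1.09 (adjusted p = 0.0384) without 9mTSCmKO replicate 3. Of its log2 fold change against CON, 88.4% was left after rapamycin at 9 months and 92.8% at 3 months, against medians of 63.9% and 55% among 270 raised genes. Without 9mTSCmKO replicate 1, 102% was left at 9 months. The lowest treated TSCmKO library was 20.2 times higher than the highest CON library, which argues against a response fully reversed within 3 days. A response reversed in part cannot be told apart from one not reversed at all, since neither change with rapamycin passed in all libraries and the one at 9 months depended on single libraries. The Cre transgene is confounded with genotype and its effect was not tested.

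The 23 TOP genes were higher after rapamycin in all 4 comparisons, with medians of 0.59 (9mTSCmKO), 0.56 (3mTSCmKO), 0.59 (9mCON) and 0.33 (3mCON), and 16, 17, 15 and 8 of them passed as higher (17, 17, 17 and 12 adjusted over the list alone). Of these genes 5 had been seen first, so that the tests below used the other 18, with medians of 0.42, 0.45, 0.46 and 0.27. Eef2 rose from 772 ± 139 to 2003 ± 179 CPM in 9mTSCmKO and from 1358 ± 142 to 3026 ± 367 CPM in 9mCON. At most 0.02% of 10000 lists matched in expression, length and GC content had as high a median, and the lowest median over 3 scalings was 0.27, which argues against both biases. The 81 ribosomal protein genes had medians of -0.01, 0.13, 0.22 and 0.21. The 18 genes lay above them by 0.43 in 9mTSCmKO, 0.32 in 3mTSCmKO and 0.24 in 9mCON, each with a two-sided permutation p across genes of 1e-05, the smallest possible (adjusted p = 1.33e-05 over 4 comparisons). In 3mCON they did so by 0.061 (permutation p = 0.156, adjusted p = 0.156). Genes are not independent replicates. A rise of all TOP mRNAs alike is thus argued against in 9mTSCmKO, 3mTSCmKO and 9mCON. In 3mCON it cannot be told apart from a rise of this list, since the difference was within that of permuted genes. A response of this group of mRNAs to mTORC1 inhibition may underlie the pattern, as a hypothesis found and tested on the same libraries.

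The collagen VI genes were lower in 9mTSCmKO and in 9mCON+RM than in 9mCON. With the tendon level as a term, the log2 fold changes of Col6a1, Col6a2 and Col6a3 in 9mTSCmKO shrank from -1.24, -1.37 and -1.29 to -0.78, -0.90 and -0.59. The highest adjusted p of the 3 genes was then 0.0249. A mean of markers need not capture tendon content fully, so that this does not exclude it as the whole cause. In 9mCON+RM the highest adjusted p was 0.422, and tendon content and a loss in muscle cannot be told apart there. Insert size as a term left all 6 differences (highest adjusted p 0.00338), and 0% of matched lists had as low a median of fibroblast markers. A lower share of all non-muscle cells alike is argued against, since fibroblast markers fell more than macrophage markers in 9mTSCmKO (difference -0.86, adjusted permutation p = 0.00036 across genes) and more than fat cell markers in 9mCON+RM (difference -1.24, adjusted permutation p = 9e-05). Fat cell markers in 9mTSCmKO did not differ detectably from fibroblast markers (difference -0.55, adjusted permutation p = 0.515), so that a joint loss of fibroblasts and fat cells stays open there. Macrophage markers fell no less than fibroblast markers in 9mCON+RM (difference 0.29), so that a joint loss of fibroblasts and macrophages stays open in 9mCON+RM. A change in fibroblasts stays open and may be technical or biological.

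Tendon markers varied together between libraries of a group, with a median pairwise correlation of 0.746 against at most 0.188 in 1000 matched lists. Fibroblast markers gave 0.746 as well, so that tendon carried over at dissection cannot be told apart from a general variation of connective tissue. The level ran from 2.21 to 4.24 in 9mCON, highest in replicate 5.

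Medians of the lists of markers were as follows in 9mTSCmKO against 9mCON and with rapamycin in 9mCON. Fibroblast markers (15 genes, 5 in the study clusters and 1 in another list, Dcn the most abundant at 574 CPM) were at -0.96 and -1.35, macrophage markers (15 genes, 3 in the clusters, Lyz2 33.5 CPM) at -0.10 and -1.63, and fat cell markers (13 tested, 1 in the clusters, Car3 1426 CPM) at -0.41 and -0.11. Blood cell markers (8 genes, Hba-a2 310 CPM) were at -1.88 and -1.23, and at 1.87 in 3mTSCmKO against 3mCON. Schwann cell markers (12 genes, Pmp22 69.0 CPM) were at -0.45 and -0.39, tendon markers (9 tested, 1 in another list, Fmod 133 CPM) at -1.47 and -2.56, and Y-linked genes (4 genes, Ddx3y 177 CPM) at -0.04 and 0.18. In CON, 15 of the fibroblast, 5 of the macrophage, 7 of the fat cell, 6 of the blood cell, 5 of the Schwann cell and 5 of the tendon genes exceeded 10 CPM. Which cells of the whole muscle these reads came from was not tested.

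Opposite fold changes of genotype and rapamycin persisted with disjoint libraries, with the weaker of both median correlations at -0.387, which argues against shared libraries as the whole cause. Genes of clusters 2 and 3 fell with rapamycin at 9 months by medians of -0.45 and -0.74, beyond the lowest median of -0.18 in 20 simulations that picked genes for high values. Those simulations drew genes independently and gave each gene the same spread in all groups, while spread was largest in 9mTSCmKO (28.1%). They may therefore understate regression of picked genes, which stays open as a cause.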
